# Siglec Receptors Modulate Dendritic Cell Activation and Antigen Presentation to T Cells in Cancer

**DOI:** 10.3389/fcell.2022.828916

**Published:** 2022-03-03

**Authors:** Jinyu Wang, Michela Manni, Anne Bärenwaldt, Ronja Wieboldt, Nicole Kirchhammer, Robert Ivanek, Michal Stanczak, Alfred Zippelius, David König, Natalia Rodrigues Manutano, Heinz Läubli

**Keywords:** sialic acid, tumor immunology, glyco-immune checkpoint, antigen, antigen processing

## Abstract

Interactions between sialylated glycans and sialic acid-binding immunoglobulin-like lectin (Siglec) receptors have been recently described as potential new immune checkpoint that can be targeted to improve anticancer immunity. Myeloid cells have been reported to express a wide range of different Siglecs; however, their expression and functions on cancer-associated dendritic cells (DCs) were not fully characterized. We found that classical conventional DCs (cDCs) from cancer patient samples have a high expression of several inhibitory Siglecs including Siglec-7, Siglec-9, and Siglec-10. In subcutaneous murine tumor models, we also found an upregulation of the inhibitory Siglec-E receptor on cancer-associated cDCs. DC lines and bone marrow-derived DCs (BMDCs) with expression of these inhibitory Siglecs showed impaired maturation states on transcriptome and protein level. Furthermore, ablation of these inhibitory Siglecs from DCs enhanced their capability to prime antigen-specific T cells and induce proliferation. Our work provides a deeper understanding of the influence of inhibitory Siglecs on DCs and reveals a potential new target to improve cancer immunotherapy.

## Introduction

The treatment of cancer with immune checkpoint inhibitors (ICI) has significantly improved the prognosis of cancer patients (Topalian et al., 2015; Zou et al., 2016; Chen and Mellman, 2017; Ribas and Wolchok, 2018). However, most patients respond only shortly or not at all to ICI treatment. Therefore, a better understanding of immunosuppression status during cancer progression is of importance for enhanced therapeutic efficacy. Tumor cell hypersialylation has been reported as one of the tumor-intrinsic factors dampening anti-tumor immunity (Fraschilla and Pillai, 2017). Aberrant glycosylation status in the tumor micro-environment (TME) is associated with tumor invasion and metastasis (Hakomori, 1996). Sialoglycans derived from altered glycosylation can be recognized by inhibitory sialic acid-binding immunoglobulin-like lectins (Siglecs), characterized by their intracellular immunoreceptor tyrosine-based inhibitory motifs (ITIM) (Crocker et al., 2007; Macauley et al., 2014; Nitschke, 2014; Varki et al., 2015; Pearce and Läubli, 2016). Cancer cells are reported to exploit this mechanism as a survival strategy, through overexpression of sialyltransferases, scavenging of food-derived Neu5Gc, or expression of 9-O-acetyl-GD3 (Tangvoranuntakul et al., 2003; Kniep et al., 2006; Hedlund et al., 2008; Pearce and Läubli, 2016).

Recent studies demonstrated that several inhibitory Siglecs are involved in immunosuppression of T cells, NK cells, neutrophils, and macrophages (Läubli et al., 2014a; Läubli et al., 2014b; Hudak et al., 2014; Jandus et al., 2014; Beatson et al., 2016; Stanczak et al., 2018; Barkal et al., 2019; Wang et al., 2019). Dendritic cells (DCs) play a central role as antigen-presenting cells in the tumor tissue and draining lymph nodes to prime tumor-specific T cell response (Broz et al., 2014; Roberts et al., 2016; Salmon et al., 2016; Spranger et al., 2017; Binnewies et al., 2019). Previous reports have demonstrated that Siglec receptors can impact DC function (Ding et al., 2016; Perdicchio et al., 2016; Silva et al., 2016). For example, inhibitory Siglec-G on DCs has been linked to inhibition of antigen cross-presentation in murine models (Ding et al., 2016). Moreover, interactions of sialic acid-containing carbohydrates on antigens with Siglec-E can modulate DC activation (Perdicchio et al., 2016). However, the expression and function of inhibitory Siglecs on cancer-associated DCs is still not well understood. Here, we study the expression of human and murine Siglec receptors in cancer and the functional implication of such receptors on DCs.

## Materials and Methods

### Patient Samples

The local ethics committee in Basel, Switzerland, approved the sample collection and the use of the corresponding clinical data (Ethikkommission Nordwestschweiz, EKNZ, Basel Stadt, Switzerland, EKNZ 2018-01990). Informed consent was obtained from all patients prior to sample collection. Tumor samples were collected locally at the University Hospital Basel, digested, and processed, and single-cell suspensions were frozen. Human peripheral blood mononuclear cells (PBMCs) were isolated by density gradient centrifugation from buffy coats obtained from University Hospital Basel. Single-cell suspension of PBMCs were frozen in liquid nitrogen.

### Animal Strains

Siglec-E^flox^ mice were generated in collaboration with Biocytogen Company and crossed with CD11c-cre mice kindly provided by Prof. Daniela Finke. Siglec-E systemic knockout (EKO) mice was obtained from the group of Prof. Ajit Varki. Siglec-9 transgenic mice were previously reported (Läubli et al., 2014b). To generate a high frequency of Siglec-9-expressing mouse bone marrow-derived DCs (BMDCs), Siglec-9^flox^ mice were crossed with XCR1-cre mice. All mouse experiments were approved by the local ethics committee (Basel Stadt, Switzerland) and performed in accordance with the Swiss federal regulations.

### Cell Lines

Mouse colorectal cancer cell line MC38 was kindly provided by our collaborator from Hannover. tdTomato-expressing MC38 cell line was generated by our lab through lentiviral transduction, with the Luc2-tdTomato plasmid kindly provided by Prof. Gregor Hutter. OVA-expressing MC38 (MC38-OVA) cell line was kindly provided by Prof. Mark Smyth. Chinese Hamster Ovary cell line with FMS-like tyrosine kinase 3 ligand secretion capability (CHO-Flt3L) was kindly provided by Dr. Panagiotis Tsapogas. Mouse immature dendritic cell line Sp37A3 was kindly provided by Merck KGaA.

### Cell Line Culture

Mouse cancer cell lines were maintained in Dulbecco’s Modified Eagle Medium (Sigma, United States) supplemented with 10% heat-inactivated fetal bovine serum (PAA Laboratories, Germany), 1 mM sodium pyruvate (Gibco, United States), 1× MEM non-essential amino acid solution (Sigma, United States), and 100 μg/ml streptomycin and 100 U/ml penicillin (Gibco, United States).

CHO-Flt3L cells were maintained in Iscove’s Modified Dulbecco’s Medium (Sigma, United States) supplemented with 5% heat-inactivated fetal bovine serum (PAA Laboratories, Germany).

Sp37A3 mouse dendritic cell line and relative genetically modified lines were maintained in Iscove’s Modified Dulbecco’s Medium (Sigma, United States) supplemented with 10% heat-inactivated fetal bovine serum (PAA Laboratories, Germany), 1 mM sodium pyruvate (Gibco, United States), 1× MEM non-essential amino acid solution (Sigma, United States), 100 μg/ml streptomycin and 100 U/ml penicillin (Gibco, United States), 0.05 mM 2-mercaptoethanol (Gibco, United States), 20 ng/ml recombinant mouse GM-CSF (Peprotech, United Kingdom), and 20 ng/ml recombinant mouse M-CSF (Peprotech, United Kingdom).

### Mice Primary Bone Marrow Cell Culture

Mouse BMDCs were generated by plating five million bone marrow cells freshly isolated from the tibia and femur into 10-cm dishes. During the 7-day cultivation, the bone marrow cells were maintained in RPMI-1640 Medium (Sigma, United States) supplemented with 10% heat-inactivated fetal bovine serum (PAA Laboratories, Germany), 1 mM sodium pyruvate (Gibco, United States), 1× MEM non-essential amino acid solution (Sigma, United States), 100 μg/ml streptomycin and 100 U/ml penicillin (Gibco, United States), 0.05 mM 2-mercaptoethanol (Gibco, United States), and 10 ng/ml mouse GM-CSF (Peprotech, United Kingdom) in several first experiments.

### Animal Tumor Models

For tumor-bearing mice experiments, 7–12 weeks old mice were used. Then, 5 × 10^5^ tumor cells were injected subcutaneously into the right thoracic flank. Tumor size and health score were measured and monitored three times per week. Perpendicular tumor diameters were measured by a caliper and tumor volume calculated according to the following formula: tumor volume = (*d* ^2^ × *D*)/2, where *d* and *D* represent the shortest and longest diameters of the tumors (in millimeter), respectively. For tumor growth experiments, mice were sacrificed once tumor size reached 1,500 mm^3^. For tumor-infiltrating DC phenotype and functionality experiments, mice were sacrificed once tumor size reached 300–500 mm^3^.

### Tumor Digests and PBMC Isolation

For the preparation of single-cell suspensions from both human and mouse tumors, tumors were collected, and surgical specimens were mechanically dissociated and subsequently digested using accutase (PAA Laboratories, Germany), collagenase IV (Worthington, United States), hyaluronidase (Sigma, United States), and DNase type IV (Sigma, United States) for 1 h at 37°C under constant agitation. Cell suspensions were filtered through 70-µm mesh twice and lysed for red blood cells using RBC lysis buffer (eBioscience, United States). PBMCs were isolated by density gradient centrifugation using Histopaque-1077 (Sigma, United States) from buffy coats. Mice splenocytes were isolated by mechanical disruption using the end of a 1-ml syringe, lysed for red blood cells using RBC lysis buffer, then digested with Collagenase D (Roche, Switzerland) and DNase I (Roche, Switzerland). Samples were either used directly or frozen (in 90% FBS, 10% DMSO) and stored in liquid nitrogen until the time of analysis.

### Generation of Siglec-E Knockout Sp37A3 Cells

Siglec-E-deficient Sp37A3 cells were generated by using CRISPR/Cas9-mediated gene editing. Guide RNAs were designed online based on published data (http://greenlisted.cmm.ki.se/). 

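The 20-base spacer used to target Siglece, GGAGGGTCAGAACCCCCAAG, was searched on both strands of the annotated mouse transcripts (GENCODE annotation of GRCm38, the build also called mm10). It matched Siglece (ENSMUSG00000030474) without a mismatch. Siglece lies on chromosome 7 from 43651070 to 43660161, on the minus strand, and encodes Siglec-E. The match lies from 43660066 to 43660085 on the minus strand and is followed by the protospacer adjacent motif AGG. It falls in exon 1 of 7, and all 20 bases are coding. Its first base is base 48 of the 1401-base coding sequence. In the transcript, the site with 20 bases on each side reads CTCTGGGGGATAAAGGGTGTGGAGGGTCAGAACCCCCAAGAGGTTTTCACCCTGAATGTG. Cas9 cleaves 3 bases before the motif, which places the predicted cleavage between positions 43660068 and 43660069. An insertion or deletion there that is not a whole number of codons shifts the reading frame near the start of the protein. Exonic sites with at most 4 mismatches to the spacer and an NGG motif were found in 14 genes, Siglece included. The other genes among them that passed the expression filter in the RNA sequencing of Sp37A3 cells were Actn1, Ndor1, Parp4, Sf3b3 and Tmem203, each with 4 mismatches.

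**Figure D1:**
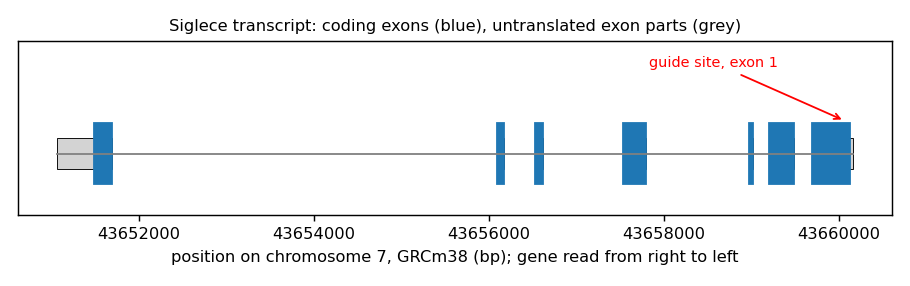
Map of the Siglece transcript on chromosome 7 of GRCm38, with position in bases on the horizontal axis. Tall blue boxes are coding exons, grey boxes are untranslated exon parts, and the arrow marks the guide site in exon 1, at the right because the gene is read from right to left.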

Guide RNAs with the following sequences were synthesized by Microsynth (Switzerland): forward: 5′—CAC CGG AGG GTC AGA ACC CCC AAG—3′; reverse: 5′—AAA CCT TGG GGG TTC TGA CCC TCC—3′. Then, they were cloned into the lentiCRISPRv2 puro vector (Addgene plasmid #98290). Lentivirus with empty vectors or modified vectors were used to transduce the original Sp37A3 cell line. Single-cell clones with right phenotype were sorted into 96-well plates. After their recovery and expansion, individual clones were screened again for Siglec-E expression. Multiple clones were selected and pooled to avoid clonal selection.

### Genetically Modified Sp37A3 Cell RNA Sequencing Analysis

Control empty vector-transduced (CtrV) and EKO Sp37A3 cells were taken from culture. Then, 1 × 10^6^ cells were seeded in six-well plates and pulsed with 0.1 mg/ml EndoFit Ovalbumin (Invivogen, United States) for 2 h. Then, cells were washed and stimulated for maturation by 0.1 ug/ml lipopolysaccharides (Sigma, United States) for 24 h. Cells were washed, and RNA samples were prepared by RNeasy Plus Micro Kit (Qiagen, Germany). The cDNA library was prepared, and next-generation sequencing of the library and data analysis was performed *n*th. Reads were aligned to the mouse genome (UCSC version mm10) with STAR (version 2.7.0c) with default parameters except for allowing up to 10 genome hits (outFilterMultimapNmax 10), reporting only one location for hits with equal score (outSAMmultNmax 1), and for filtering reads without evidence in spliced junction table (outFilterType “BySJout”). The output was sorted and indexed with SAMtools (v 1.9). Read and alignment quality was evaluated using the qQCReport function of the Bioconductor package QuasR (v 1.30.0). The featureCounts function from Bioconductor package Rsubread (v 2.4.3) was used to count the number of reads (5ʹ ends) overlapping with the exons of each gene assuming an exon union model (with used gene model provided by Ensembl v101). The data were normalized by applying the TMM method from Bioconductor edgeR package (version 3.32.1). Only genes having log2 CPM counts bigger than 0 in at least two samples were kept for further analyses. The principal component analysis was based on 25% of most variable genes in the dataset. The differentially expressed genes were identified using the quasi-likelihood (QL) method implemented in edgeR package (version 3.32.1) using replicate ID as covariate. Genes with FDR smaller than … and minimum log2 fold change of … were used and considered as differentially expressed.

### Neuraminidase Treatment and Maturation Analysis

CtrV and EKO Sp37A3 cells were seeded and stimulated for 24 h with sialidase. Prior to the stimulation, CtrV and EKO Sp37A3 cells were treated with 10 mU/ml neuraminidase from *Vibrio cholerae* (VCN, Sigma) for 30 min. Maturation was measured by analysis of MHC II expression.

### CtrV and EKO Sp37A3 Cell Cytokine/Chemokine Array Analysis

CtrV and EKO Sp37A3 cells were seeded and pulsed. After 36 h of LPS stimulation, culture supernatant was collected, frozen, and sent in dry ice for a 44-plex Cytokine/Chemokine Array test (Eve Technologies, Canada). Cytokine and chemokine concentrations were analyzed and presented by Eve Technologies (Canada).

### DC and Antigen-Specific T Cell Co-Culture

BMDCs or Sp37A3 cells were seeded 4 × 10^4^ cells per well in 96-well plate. Then, cells were pulsed with 0.1 mg/ml OVA protein (Invivogen, United States) or left unpulsed for 2 h. DCs were washed and stimulated by 0.1 µg/ml LPS for overnight. OVA antigen-specific OT-I CD8^+^ T cells and OT-II CD4^+^ T cells were isolated from spleens of indicated mice, respectively, by MACS (Stemcell, Canada). T cells were labelled with CellTrace Violet (CTV, Invitrogen, United States) and added into wells, at 2 × 10^5^ cells per well. T cell activation and proliferation was checked after certain timepoints as described in each experiment.

### Multicolor Flow Cytometry

For multicolor flow cytometry, dead cells and doublets were excluded in all analyses (also Supplementary Figure S1). Corresponding isotype antibodies or fluorescence-minus-one (FMO) samples were used as a control, in particular for the Siglec stainings. All tumor samples were analyzed with a Fortessa LSR II flow cytometer (BD Biosciences). For infiltration analysis, mice were euthanized, and tumors were mechanically dissociated and digested as described for the human sample preparation.

### Statistical Analysis

Statistical analysis was performed using Prism 9 (GraphPad, United States). Different comparison strategies were indicated in each specific figure respectively.

## Results

Tumor-infiltrating conventional dendritic cells express inhibitory Siglec receptors in humans.

Previous reports have shown that Siglec receptors are expressed on myeloid cells, including cDCs (Chen et al., 2009; Ding et al., 2016; Fraschilla and Pillai, 2017; Barenwaldt and Laubli, 2019; Ruffin et al., 2019). However, the expression and functions of these receptors on intratumoral cDCs from patients with different types of cancer are poorly understood. Therefore, we tested the expression of several inhibitory Siglec receptors on tumor-infiltrating conventional DCs (Ti-cDCs) from different types of cancers including epithelial ovarian cancer (EOC), non-small cell lung cancer (NSCLC), and colorectal cancer (CRC) by flow cytometry (Figure 1A and Supplementary Figures S1A, S2). We found a significant proportion of both type 1 and type 2 cDC-expressing inhibitory Siglec receptors. Across the different cancer types tested, Siglec-7 and Siglec-9 were consistently expressed by a higher percentage of Ti-cDCs compared to other Siglecs. Siglec-10 showed low to intermediate expression levels on Ti-cDCs, while Siglec-8 expression was even less frequent. The results of geometric mean fluorescence intensity (MFI) for each inhibitory Siglecs also revealed higher expression levels of Siglec-7 and Siglec-9 compared to the other two Siglecs (Figures 1B–E; Supplementary Figures S1, S2). Similar expression patterns of these Siglec receptors were also observed on plasmacytoid dendritic cells (pDCs), although to a lower percentage (Supplementary Figure S3). Taken together, this data demonstrates that inhibitory Siglecs are expressed on human cancer-associated DCs and could be potentially involved in the regulation of these cells.

**FIGURE 1:**
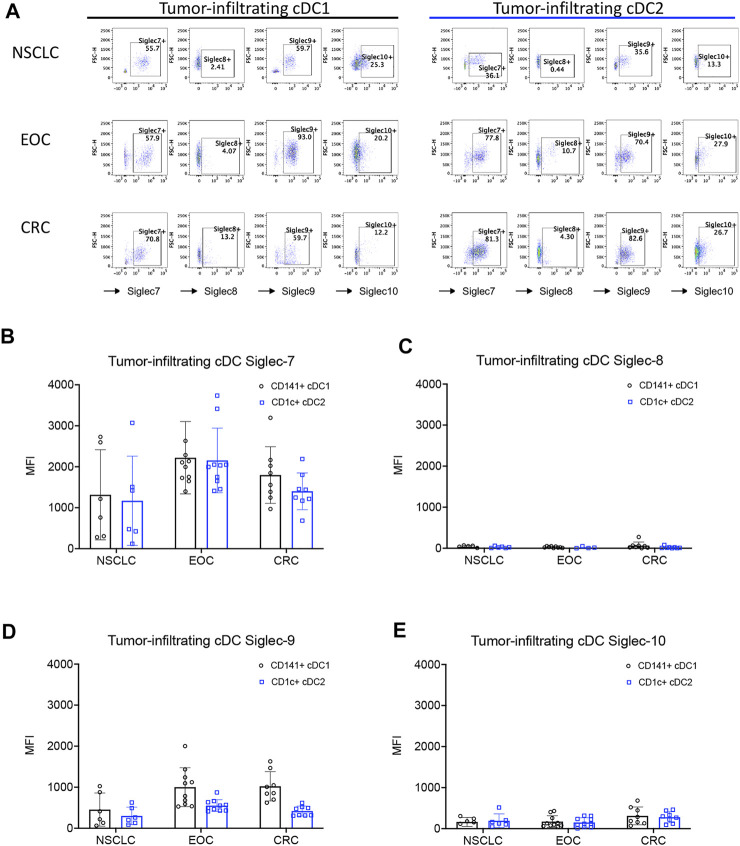
Expression of inhibitory Siglecs on human tumor-infiltrating DCs. **(A)** Representative examples of Siglec receptor expression determined by flow cytometry on different cDC subsets from primary patient samples. **(B–E)** The expression levels of inhibitory Siglecs on DCs from primary tumor samples of patients with non-small cell lung cancer (NSCLC), epithelial ovarian cancer (EOC), and colorectal cancer (CRC). Data are presented as mean ± SD.

### Siglec-E Expression Is Upregulated on Intratumoral DCs

To further investigate the function of Siglec receptors on cDCs during cancer progression, we next analyzed the expression of several inhibitory Siglec receptors in mice. DCs were isolated from the spleen of healthy C57BL/6 wildtype mice or from the spleen and tumor tissue of MC38 tumor-bearing mice. The expression of inhibitory Siglec-E, -F, and -G was analyzed by flow cytometry (Figures 2A–D; Supplementary Figure S4). We observed that these inhibitory Siglecs were only expressed by very small proportions of spleen cDCs from either naïve mice or MC38 subcutaneous tumor-bearing mice. However, Siglec-E expression, but not Siglec-F and Siglec-G, was quite pronounced on both Ti-cDC subsets, suggesting a unique role of this molecule on DC biology or functions during tumor progression (Figures 2A,B). The expression of Siglec-E on Ti-cDCs was also confirmed in two other murine tumor models, including the B16 melanoma and the EMT6 breast cancer model in C57BL/6 and BALB/c mice, respectively (Figures 2E,F).

**FIGURE 2:**
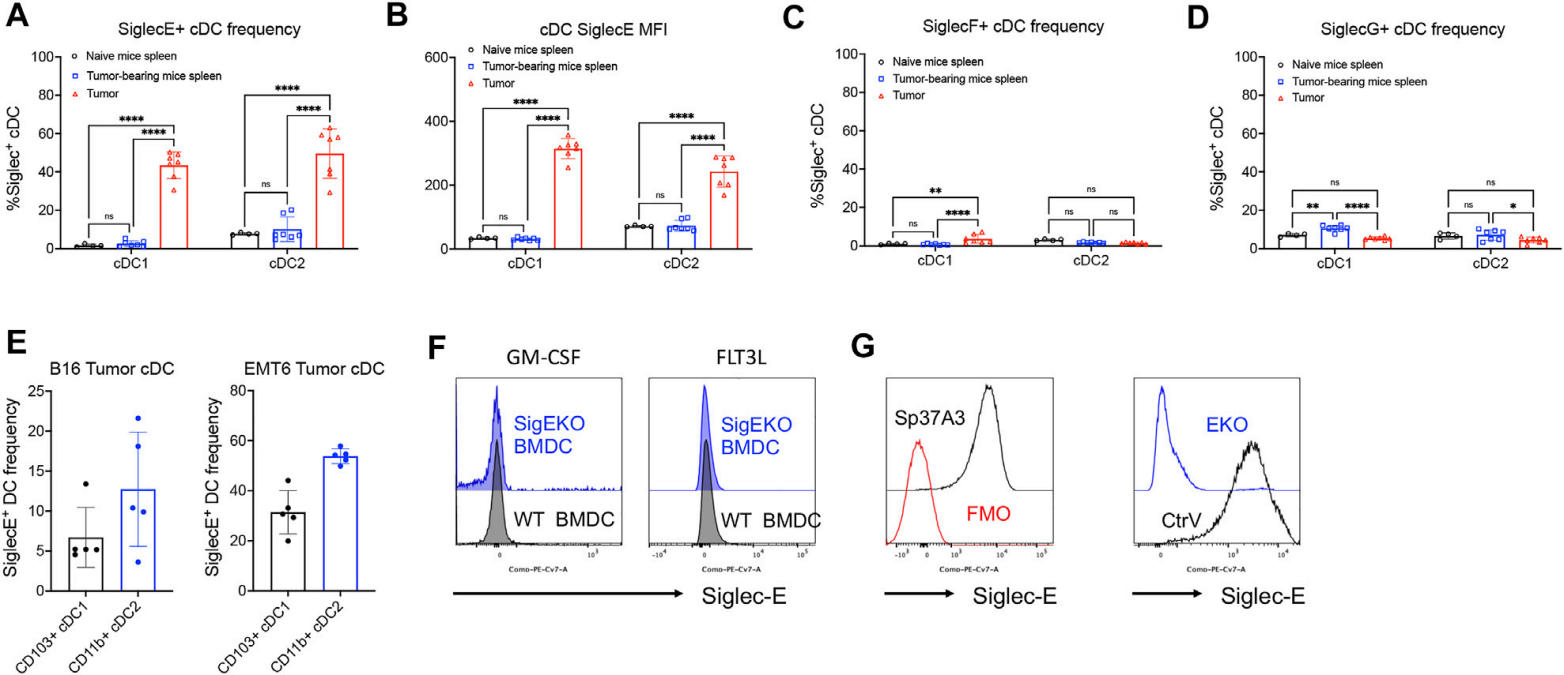
Inhibitory Siglec-E expression is significant on mouse tumor-associated DCs. **(A–D)** The expression patterns of several murine inhibitory Siglecs on cDCs isolated from naive C57BL/6 mice spleens, MC38 tumor-bearing mouse spleens, and primary subcutaneous tumors were analyzed by flow cytometry. **(A)** SiglecE + cDC frequency, **(B)** SiglecE MFI, **(C)** SiglecF + cDC frequency, and **(D)** SiglecG + cDC frequency. **(E)** Siglec-E expression on tumor cDC subsets from B16 melanoma and EMT6 breast cancer mouse models. **(F)** Siglec-E expression of BMDCs from wildtype (WT, black line) and systemic Siglec-E knockout (EKO, blue line) mice after 7-day *in vitro* culture supplemented with GM-CSF or FLT3L. **(G)** The expression of Siglec-E on Sp37A3 cell line (black line) versus FMO control (red line). Siglec-E expression of Siglec-E knockout (EKO) Sp37A3 cells and empty control vector (CtrV)-transduced Sp37A3 cells. Data are presented as mean ± SD, and two-way ANOVA was used for two-way comparisons (*p < 0.0332, **p < 0.0021, ***p < 0.0002, and ****p < 0.0001).

### Siglec-E-Deficient DCs Are More Responsive to Stimulation

To explore the possible function of Siglec-E expression on DCs in an *in vitro* system, we next analyzed the expression of Siglec-E on BMDC. Neither GM-CSF- nor FLT3L-derived BMDC expressed significant Siglec-E levels as compared to cells derived from Siglec-E-deficient mice (Figure 2G). We then screened several murine DC cell lines for Siglec-E expression. Among them, an immature DC cell line Sp37A3, generated from C57BL/6 mouse spleen (Bros et al., 2007), showed significant expression of Siglec-E (Figure 2H). Thus, we next used a CRISPR-Cas9-based lentivirus transduction system to deplete *Siglece* in Sp37A3 cells (EKO Sp37A3 cells). After pooling several single clones that were confirmed to have minimal or no Siglec-E expression, we successfully generated EKO Sp37A3 line, along with an empty CtrV Sp37A3 line (Figure 2H). We then directly explored whether Siglec-E influences DC activation and maturation. We first analyzed markers of DC maturation on the newly generated CtrV Sp37A3 and EKO Sp37A3 cell lines. The DC phenotypic maturation markers we investigated, including MHC-I, MHC-II, and CD40, all showed significant upregulation on EKO Sp37A3 cells compared to the Siglec-E-expressing Sp37A3 cells (Figures 3A–C). We further investigated how treatment with neuraminidase influences activation of CtrV Sp37A3 and EKO Sp37A3 cell lines. Indeed, desialylation led to an increased maturation and MHC II expression on the DC cell lines (Figure 3D). To confirm these findings *in vivo*, we generated CD11c^cre^SigE^flox/flox^ mice (ELOX mice) that display specific SiglecE deficiency from the CD11c-expressing cells with the cre recombinase, affecting mainly cDCs. As expected, naïve spleen cDCs from ELOX mice and their littermates do not show significant differences in maturation (Supplementary Figure S5). However, similar to the *in vitro* data, intratumoral cDCs showed a significant increase of MHC-I, MHC-II, and CD40 markers on tumor-infiltrating cDC1 cells lacking Siglec-E compared to cDC1 cells from littermate control mice (Figures 3D–F). Only CD40 was significantly increased in cDC2 from ELOX mice but not MHC-I and MHC-II (Figures 3D–F). Taken together, our newly generated Sp37A3 cell lines appeared to be appropriate models to study the roles of Siglec-E on cDCs.

**FIGURE 3:**
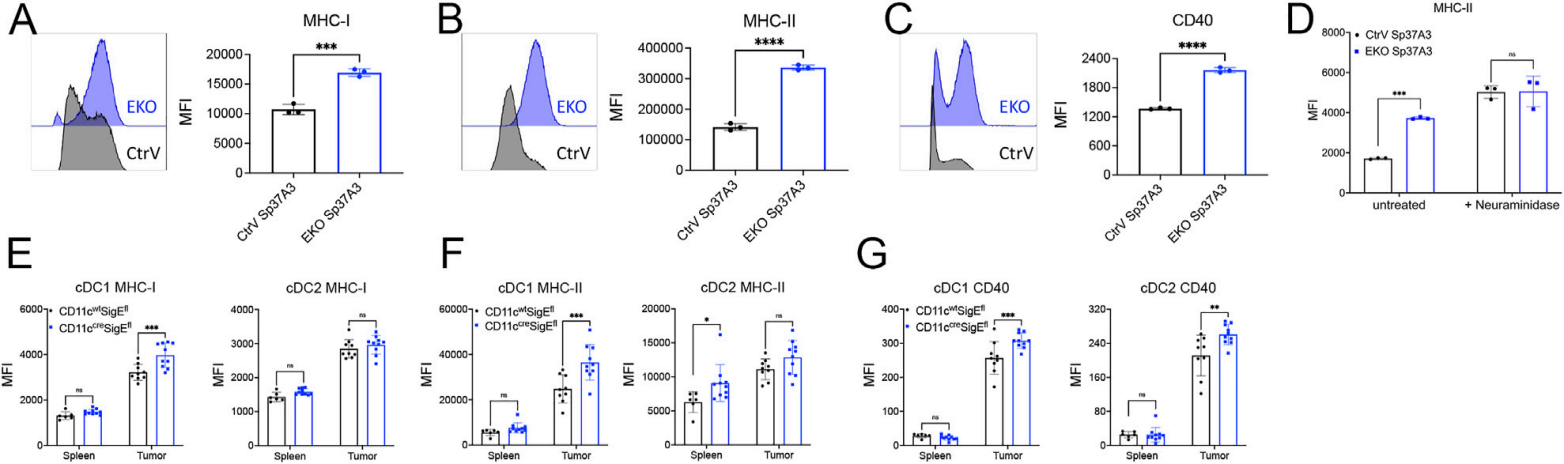
Siglec-E-deficient DCs showed enhanced phenotypic maturation. **(A–C)** Flow cytometry analysis of the expression levels of several DC maturation markers on CtrV Sp37A3 cells (black) and EKO Sp37A3 cells (blue), including MHC-I **(A)**, MHC-II **(B)**, and CD40 **(C)**. **(D)** treatment of CtrV Sp37A3 cells (black) and EKO Sp37A3 cells (blue) with neuraminidase and maturation with LPS was measured by the expression of MHC II. **(E–G)** Maturation markers on spleen and tumor-infiltrating cDCs isolated from MC38 subcutaneous tumor models of CD11c^cre^SigE^fl^ mice (blue) and littermates (CD11c^wt^SigE^fl^, black) by flow cytometry. Data are presented as mean (±SD). Two-way ANOVA was used for two-way comparisons, and unpaired *t* test was used for one-way comparisons (*p < 0.0332, **p < 0.0021, ***p < 0.0002, and ****p < 0.0001).

### Siglec-E Regulates DC Activation and Cytokine Secretion

As Sp37A3 cell line was reported as an immature cell line (Bros et al., 2007), we next investigated how our newly generated cell lines respond to antigen and maturation stimuli. We compared the transcriptional profile of OVA-pulsed, LPS-stimulated CtrV and EKO Sp37A3 by bulk RNA sequencing. 

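Sp37A3 is a DC line grown from mouse spleen. The CtrV line carries an empty vector, and the EKO line is a pool of clones edited at Siglece with CRISPR-Cas9. RNA of 12 cultures was sequenced, 3 in each of 4 groups. Cells of both lines were pulsed with 0.1 mg/ml OVA for 2 h and stimulated with 0.1 µg/ml LPS for 24 h. The sample labels also describe unpulsed cells of both lines, stimulated with LPS for 24 h, whose RNA sequencing the paper does not report. The authors deposited the number of reads counted on each gene, without normalization. They had aligned the reads to mm10, kept a single location for a read that fitted up to 10 places equally well, and counted read ends on the exons of each gene. Counts of genes with near-identical copies therefore depend on which location was kept. The paper's text does not state whether strand was used in the counting, so genes that overlap on opposite strands can share counts. The total count per library was between 29560480 and 36876844 (median 32096755) in OVA-pulsed CtrV cells and between 31533510 and 39698572 (median 33295347) in OVA-pulsed EKO cells. In unpulsed cells it was between 27116201 and 28519318 (median 27877139) for CtrV and between 27792723 and 33313469 (median 31047857) for EKO. A gene with 3 counts, taken as the smallest level that could be seen, had between 0.0784 and 0.110 CPM, edgeR's counts scaled to the normalized library size, which covers counting error only. Of the 55401 genes in the table, 14079 had a log2 CPM above 0 in at least 2 libraries and were tested. Counts were normalized by edgeR's TMM method, and all 12 libraries were fitted together with the group and the replicate number. The paper's methods name the replicate as a covariate and do not say which libraries were fitted together. Genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment) were counted as differing, without a fold-change limit, because the paper's text leaves both limits blank.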

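The targeted gene was read first in every library. Siglece had 153, 150.015 and 162 CPM in replicates 1, 2 and 3 of unpulsed CtrV cells, and 152, 153 and 163 CPM in those of OVA-pulsed CtrV cells. In the libraries labelled EKO it had 166, 221 and 235 CPM without OVA, and 174, 208 and 202 CPM with OVA. Siglece mRNA was therefore not lower in any library labelled EKO, and each of these libraries was above every CtrV library. In OVA-pulsed cells its log2 fold change was 0.31 (standard error 0.08, adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the replicate number in the model it was 0.32 (adjusted p = 0.041). With 1 library left out at a time it lay between 0.26 and 0.37, and the adjusted p rose above 0.05 in 2 of the 6 fits, to at most 0.073. The libraries are therefore called EKO-labelled, since the mRNA of the targeted gene shows no loss in them. The mRNA level does not show whether the protein was lost, so it does not argue against a knockout of the protein. The paper selected the edited clones by Siglec-E protein and reports minimal or no expression on them. Replicate libraries of a group differed by more than sampling noise, with a chi-square per degree of freedom between 4.58 and 41.8, so none was counted as a repeat of another. In the principal component analysis of the 3520 most variable genes, the first component held 83.8% of the variance. Scores on it ran from -41.9 to -32.1 in the CtrV libraries and from 35.4 to 41.3 in the EKO-labelled ones. When each gene was scaled to unit variance, its share was 69.8%, the largest change among the alternatives. The second component held 7.11% and set replicate 1 of the EKO-labelled cells, at 18.8 without OVA and 20.5 with OVA, apart from their replicates 2 and 3, which lay between -18.3 and -1.15.

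**Figure D2:**
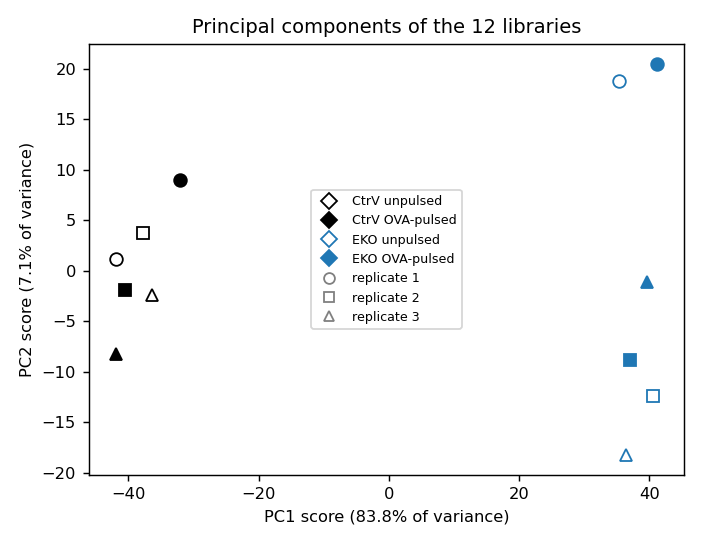
Scores of the 12 libraries on the first and second principal components of log2 CPM of the 25% most variable genes. Black symbols are CtrV and blue symbols EKO-labelled libraries, open symbols are unpulsed and filled symbols OVA-pulsed, and the shape gives the replicate. The first component parts the lines, and the second parts replicate 1 of the EKO-labelled cells from the other replicates.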

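Levels are CPM in OVA-pulsed, LPS-stimulated cells, and fold changes compare EKO-labelled with CtrV cells. Each adjusted p is from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and each standard error was derived from the F statistic of that test. Cd80 (ENSMUSG00000075122, chromosome 16 from 38455561 to 38496335 on GRCm38) rose from 150.1 ± 20.7 CPM (SD, n = 3) in CtrV cells to 427 ± 32.6 CPM (SD, n = 3) in EKO-labelled cells. Its log2 fold change was 1.51 (standard error 0.11, adjusted p = 2.2e-06). Cd40 (ENSMUSG00000017652, chromosome 2 from 165055627 to 165072948) rose from 38.6 ± 10.1 to 175 ± 41.1 CPM, a log2 fold change of 2.18 (standard error 0.19, adjusted p = 5.5e-06). Ccl2 (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453) had 222 ± 19.8 and 354 ± 57.1 CPM. Its log2 fold change of 0.67 (standard error 0.13, adjusted p = 0.0018) was the smallest of these genes. Ccl4 (ENSMUSG00000018930, chromosome 11 from 83662584 to 83664683) had 40.9 ± 4.73 and 443 ± 125 CPM, a log2 fold change of 3.38 (standard error 0.22, adjusted p = 6.9e-07). Ccl5 (ENSMUSG00000035042, chromosome 11 from 83525778 to 83530518) varied most between replicates, with 72.1 ± 51.3 and 731 ± 394 CPM. Its log2 fold change was 3.37 (standard error 0.44, adjusted p = 0.00012). For IL-23, Il23a (ENSMUSG00000025383, chromosome 10 from 128296139 to 128298752) encodes the p19 subunit and had 1.66 ± 0.685 and 17.4 ± 2.31 CPM. Its log2 fold change was 3.41 (standard error 0.27, adjusted p = 2.9e-06). Il12b (ENSMUSG00000004296, chromosome 11 from 44400063 to 44414033), which encodes the p40 subunit shared by IL-12 and IL-23, had 22.3 ± 8.17 and 519 ± 122.97 CPM, a log2 fold change of 4.55 (standard error 0.25, adjusted p = 2.2e-07). For each of these 7 genes, every OVA-pulsed EKO-labelled library was above every OVA-pulsed CtrV library, where chance leaves 10% of genes without overlap in either direction. Deviations from the group means of OVA-pulsed libraries with the same replicate number had a mean correlation across genes of 0.348. Without the replicate number as a block, the log2 fold changes were 1.51 for Cd80, 2.18 for Cd40, 0.68 for Ccl2, 3.44 for Ccl4, 3.34 for Ccl5, 3.399 for Il23a and 4.53 for Il12b. The adjusted p without the block was largest for Ccl2, at 0.0049. Leaving out single libraries moved Ccl2 most in proportion, between 0.51 and 0.78, and the largest adjusted p over those fits was 0.017. Directions are those of the labels, because Siglece mRNA was not lower in the EKO-labelled libraries.

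**Figure D3:**
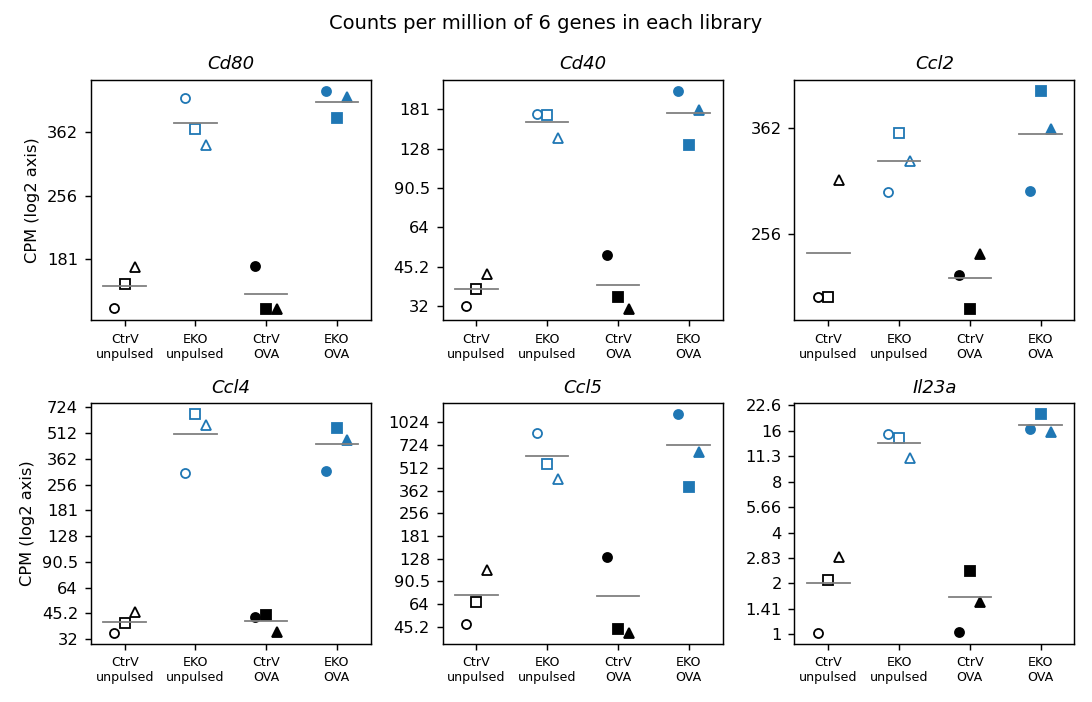
CPM of 6 genes in each of the 12 libraries, on a log2 axis. Black symbols are CtrV and blue symbols EKO-labelled libraries, open without and filled with OVA, the shape gives the replicate and the grey line the mean of 3 libraries. Levels in both groups of EKO-labelled cells lie above those of CtrV cells with the same pulsing for each gene but Ccl2, where 1 unpulsed CtrV library lies among the unpulsed EKO-labelled ones.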

The EKO Sp37A3 cells upregulated the mRNA levels of co-stimulatory molecules, multiple chemokines, and cytokines including CD80, CD40, CCL2, CCL4, CCL5, and IL-23 (Figure 4A). Gene Set Enrichment Analysis (GSEA) suggests that several pathways were differentially activated in cells lacking Siglec-E (Figure 4B). 

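The paper's text names neither the gene set collection nor the program behind its GSEA, so 5 gene lists compiled by hand were tested. They cover IFN-α response, IFN-γ response, TNF-α signaling via NF-κB, inflammatory response and, as a list on another process, the cell cycle. The test was limma's camera on log2 CPM with an inter-gene correlation of 0.01, and p was adjusted by the Benjamini-Hochberg method over the 5 lists. All 5 lists passed an adjusted p of 0.05 in OVA-pulsed cells. The cell cycle list went down in EKO-labelled cells, with a mean log2 fold change of -0.41 over its 89 tested genes (adjusted p = 5.0e-12 from camera). It fell in all 3 replicate pairs, by 0.55, 0.32 and 0.39. Of its genes, 62 were lower and 1 was higher at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 68 differed when adjusted over the list alone. Without the replicate block the mean was -0.40 (adjusted p = 9.6e-11 from camera), where same-numbered libraries of the compared groups had correlated deviations of 0.450, 0.295 and 0.298 for replicates 1, 2 and 3. The alternative that moved the result most was to estimate the inter-gene correlation from the data. The adjusted p then was 0.21 for each of the 5 lists, with the mean changes as before, while it was between 2.1e-15 and 9.6e-11 for the cell cycle list under the other alternatives that kept all 12 libraries or the 6 compared. The estimate rests on few libraries, and genes of a list vary together between them.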

In particular, EKO Sp37A3 cells showed stronger upregulation of type I and II interferon (IFN-α and IFN-γ)-related responses, tumor necrosis factor alpha (TNF-α) response, and general inflammatory response (Figure 4B). 

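In OVA-pulsed cells, the mean log2 fold change between EKO-labelled and CtrV cells was 1.03 over 93 tested genes of the IFN-α response list (adjusted p = 1.9e-13). It was 0.81 over 170 genes of the IFN-γ response list (adjusted p = 1.7e-11), 0.70 over 162 genes of the list on TNF-α signaling via NF-κB (adjusted p = 2.2e-09) and 0.78 over 125 genes of the inflammatory response list (adjusted p = 1.6e-10). These are p from limma's camera with an assumed inter-gene correlation, adjusted by the Benjamini-Hochberg method over the 5 lists, and none remained under 0.05 when the correlation was estimated. Each list rose in all 3 replicate pairs. The pairs gave 0.67, 1.23 and 1.29 for IFN-α, 0.59, 0.89 and 0.99 for IFN-γ, 0.61, 0.68 and 0.79 for TNF-α, and 0.65, 0.79 and 0.88 for the inflammatory response. Without the replicate block, the means were 1.05, 0.82, 0.70 and 0.78, in the same order, and the adjusted p from camera lay between 7.7e-16 and 1.3e-09. Single genes were counted with edgeR's quasi-likelihood test at an adjusted p under 0.05. In the IFN-α list 79 genes were higher and 6 lower, in the IFN-γ list 120 and 18, in the TNF-α list 104 and 24, and in the inflammatory list 86 and 15. Adjusted over each list alone, 88, 142, 134 and 105 genes differed. The lists are not separate measurements, since 73 genes are in both IFN lists. The IFN-γ genes that are in none of the other lists had a mean log2 fold change of 0.36. The highest gene was Oasl1 in the IFN-α list (log2 fold change 4.02), Ptgs2 in the IFN-γ and TNF-α lists, and Il12b in the inflammatory list. Inhba had the lowest log2 fold change of the inflammatory list, at -5.09. Without OVA the means were 1.15, 0.84, 0.58 and 0.72, so the lists were also higher in LPS-stimulated EKO-labelled cells that had not been pulsed.

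**Figure D4:**
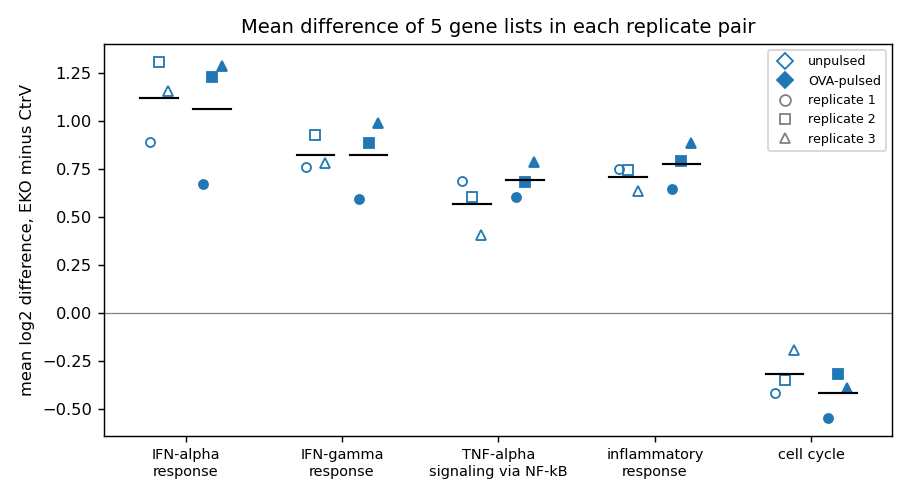
Mean log2 difference between EKO-labelled and CtrV cells over the genes of 5 lists, for each replicate pair. Open symbols are unpulsed and filled symbols OVA-pulsed pairs, the shape gives the replicate and the black line the mean of 3 pairs. The pairs of the IFN, TNF-α and inflammatory lists lie above 0 and those of the cell cycle list below 0.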

To validate these findings at protein level, we collected cell culture supernatants of OVA-pulsed, LPS-stimulated Sp37A3 cells and performed a Mouse Cytokine/Chemokine Array assay. Among the 44 cytokines and chemokines, the levels of interleukin (IL)-1β, IL-12, or IL-23 p40 subunit (IL12/IL23 p40); CXCL2; and CCL22 showed different secretion patterns between the two Sp37A3 lines (Figure 4C and Supplementary Figure, S6A,B). Similar to the *in vitro* and *in vivo* data, analysis of the surface maturation markers and co-stimulatory molecules on protein level also showed that EKO Sp37A3 cells showed and increased activation profile compared to CtrV Sp37A3 cells (Figure 4D and Supplementary Figure S6C). Taken together, these results indicate that the EKO Sp37A3 show a higher activation and maturation status upon stimulation compared to the Siglec-E expressing control cell line. This data suggests that Siglec-E can modulate cDC activation and potentially also influence antigen presentation.

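Of a list of 13 annotated co-stimulatory molecules, which also holds inhibitory ligands, 11 were tested in OVA-pulsed cells. At an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), 10 were higher and 1 was lower in EKO-labelled than in CtrV cells, and all 11 differed when adjusted over the list alone. With upper-quartile normalization 9 were higher and 1 was lower, and without the replicate block 8 were higher and 1 was lower. Same-numbered libraries deviated together. The maturation marker Cd83 (ENSMUSG00000015396, chromosome 13 from 43784775 to 43803132 on GRCm38) changed most, from 5.52 ± 2.303 to 68.6 ± 34.3 CPM (SD, n = 3 each), a log2 fold change of 3.595 (standard error 0.35, adjusted p = 1.4e-05 from edgeR). Without the block it was 3.62 (adjusted p = 0.00010 from edgeR). Cd86 (ENSMUSG00000022901, chromosome 16 from 36603869 to 36666081) had 474 ± 14.7 and 825 ± 11.8 CPM, a log2 fold change of 0.80 (standard error 0.07, adjusted p = 5.3e-06 from edgeR). Among the 10 higher was Cd274, which encodes the inhibitory ligand PD-L1, with a log2 fold change of 1.84 (standard error 0.20). Pdcd1lg2, which encodes the inhibitory ligand PD-L2, was also among them, at 0.88 (standard error 0.32). The 10 higher genes are thus not all co-stimulatory. Of the exon bases of Cd274, 14.1% overlap a gene on the other strand. The gene that was lower was Cd48, whose log2 fold change was -0.29 (standard error 0.07). Surface levels and secreted cytokines were measured by other assays and were not analysed here. The paper draws on the mRNA of co-stimulatory molecules and cytokines (Fig. 4A), the gene set enrichment (Fig. 4B), the secreted cytokines (Fig. 4C) and the surface markers (Fig. 4D). It concludes that EKO cells reach a higher activation and maturation status after stimulation, and it proposes that Siglec-E can modulate DC activation. Its other evidence includes neuraminidase treatment and mice that lack Siglec-E in CD11c-expressing cells. Tumor cDC1 of these mice had more MHC-I, MHC-II and CD40 by flow cytometry, and their cDC2 had more CD40 only.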

**FIGURE 4:**
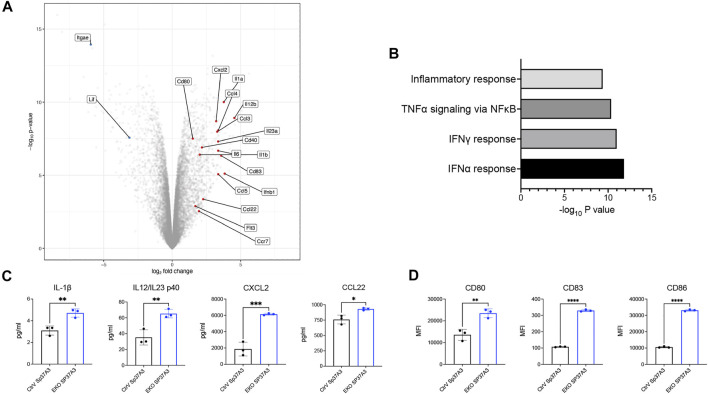
Siglec-E-deficient DCs showed elevated maturation status upon stimulation. **(A)** Volcano plot of differentially expressed genes between EKO SP37A3 and CtrV Sp37A3 cells. **(B)** GSEA of the most significantly activated pathways in EKO Sp37A3 cells. **(C)** Cytokine and chemokine production and **(D)** activator and co-stimulatory markers of CtrV (black) and EKO (blue) Sp37A3 cells. Data are presented as mean (±SD), and unpaired *t* test was used for one-way comparisons (*p < 0.0332, **p < 0.0021, ***p < 0.0002, and ****p < 0.0001).

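Between OVA-pulsed EKO-labelled and CtrV cells, 6619 of the tested genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Of these, 3531 were higher and 3088 lower in EKO-labelled cells. A limit of 1 on the absolute log2 fold change moved this number most and left 1268 genes, 793 higher and 475 lower. Without the replicate block 5413 genes differed, 5410 of them also with the block; the deviations of same-numbered libraries of the compared groups were correlated. With 1 library left out at a time the number lay between 5171 and 5974. Of the 19 genes that the paper's text or Fig. 4A names, all 19 differed at an adjusted p under 0.05 over all genes tested, and also when adjusted over these genes alone. The latter count shows no stability, since the names come from the paper's own results on these libraries. Among the genes labelled in the volcano plot, Itgae and Lif were lower. Itgae (ENSMUSG00000005947, chromosome 11 from 73090583 to 73147446 on GRCm38) had 90.0 ± 15.6 CPM in CtrV and 1.40 ± 0.183 CPM in EKO-labelled cells (SD, n = 3 each), a log2 fold change of -5.99 (standard error 0.11, adjusted p = 1.3e-10 from edgeR). Lif (ENSMUSG00000034394, chromosome 11 from 4257557 to 4272514) had 4.85 ± 1.06 and 0.494 ± 0.245 CPM, a log2 fold change of -3.26 (standard error 0.24, adjusted p = 1.7e-06 from edgeR). The log2 fold changes of labelled genes that were higher and are not described above were 4.29 for Ifnb1, 3.77 for Il1a, 3.43 for Il6, 3.299 for Ccl3, 3.23 for Cxcl2, 2.27 for Ccl22, 2.02 for Il1b, 1.96 for Ccr7 and 1.74 for Flt3. Without the block these were 4.25, 3.81, 3.41, 3.36, 3.24, 2.26, 2.00, 1.91 and 1.79, and each kept an adjusted p under 0.05 from edgeR. Ifnb1 had only 7, 4 and 4 counts in replicates 1, 2 and 3 of OVA-pulsed CtrV cells. With 1 library left out at a time its log2 fold change lay between 3.72 and 4.90. That of Flt3 lay between 1.33 and 2.00, with an adjusted p of at most 0.048 from edgeR. The replicates varied widely in Ccl22, with 457 ± 324 and 2189 ± 1338 CPM, and in Ccr7, with 94.6 ± 75.7 and 356 ± 205 CPM. In Ccr7 the libraries of the lines overlapped, and its adjusted p of 0.010 rose to 0.059 when replicate 3 of the CtrV cells was left out, and was at most 0.040 under the alternatives that kept every replicate. For Il1a, 11.2% of the exon bases overlap a gene on the other strand. For Cxcl2, 5.84% of 50-base windows also occur in another gene, Cxcl3.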

### Inhibitory Siglecs Modulate Antigen Presentation

In order to understand whether the antigen presentation of cDCs is affected by the expression of Siglec-E, we studied antigen handling including uptake, processing, and presentation in Sp37A3 cells. First, we analyzed antigen endocytosis of the Sp37A3 cells with fluorescent-labelled soluble OVA antigen or tumor cell-associated antigens. No difference of antigen uptake was observed between EKO and control cDCs (Supplementary Figures S7A,B). Furthermore, we co-cultured the Sp37A3 cells with live fluorescent-labelled or GFP-expressing MC38 tumor cells. Neither the frequency of fluorescent-positive DCs nor the MFI showed any significant change (Supplementary Figures S7C,D). As mannose receptor (MR) was reported to be the key mediator of soluble OVA antigen uptake by DCs (Burgdorf et al., 2006), we also examined its expression levels on both Sp37A3 cells. However, we observed even less MR expression on the EKO Sp37A3 cells, suggesting MR is of less importance in our scenario (Supplementary Figure S7E). Since antigen uptake was not affected by the Siglec-E expression, we then investigated whether Siglec-E expression affects antigen processing. We pulsed EKO Sp37A3 and control Sp37A3 cells with DQ-OVA and followed processing by measuring the fluorescent signal. We measured the fluorescence at several timepoints and found that the EKO Sp37A3 DCs showed a stronger fluorescent signal compared to control Sp37A3 cells, suggesting a more efficient antigen processing (Supplementary Figure S7F). To understand whether this leads to better antigen presentation, we used OVA-pulsed Sp37A3 cells to co-culture with either antigen-specific T cells from OT-I and OT-II transgenic mice or T cell proliferation was analyzed after CTV staining, and activation was studied by CD25 and CD69 expression on T cells. Even though both MHC-I and MHC-II molecules are expressed at higher levels in EKO Sp37A3 cells, mainly OT-II CD4^+^ T cells showed better activation and proliferation during co-culture (Figures 5A–F). As sialic acids were previously reported to favor regulatory T cell (Tregs) polarization of naïve OT-II cells (Perdicchio et al., 2016), we tested the frequency of Foxp3+ Tregs at the end of the co-culture time and found only very low frequency of the CD4^+^ OT-II cells differentiated into Tregs (Supplementary Figure S7G). We also tested the potential effect on cross-presentation by using heat-shocked wildtype or OVA-expressing MC38 tumor cells (MC38-wt or MC38-OVA) to replace soluble OVA antigen. Heat-shocked MC38-OVA cells induced a strong OT-I CD8^+^ T cell activation and proliferation, but no difference was observed between the two Sp37A3 lines (Supplementary Figures S7H–J). Furthermore, differences between cell lines were still visible when not maturated with LPS (Supplementary Figure S8). To investigate whether the overexpression of an inhibitory Siglec would influence DC antigen presentation, we used the Siglec-9 transgenic mouse crossed to CD11c-Cre mice (Läubli et al., 2014b; Stanczak et al., 2018). Unlike mouse Siglec-E, naive BMDCs generated from these transgenic mice showed expression of human Siglec-9. Similar to our observations on Siglec-E-expressing DCs, OT-II CD4^+^ T cells co-cultured with OVA antigen-pulsed Siglec-9-positive BMDCs represented less activation and proliferation (Figures 5G–I). Taken together, these results suggested that the expression of inhibitory Siglecs could modulate antigen processing and presentation to CD4^+^ T cells.

**FIGURE 5:**
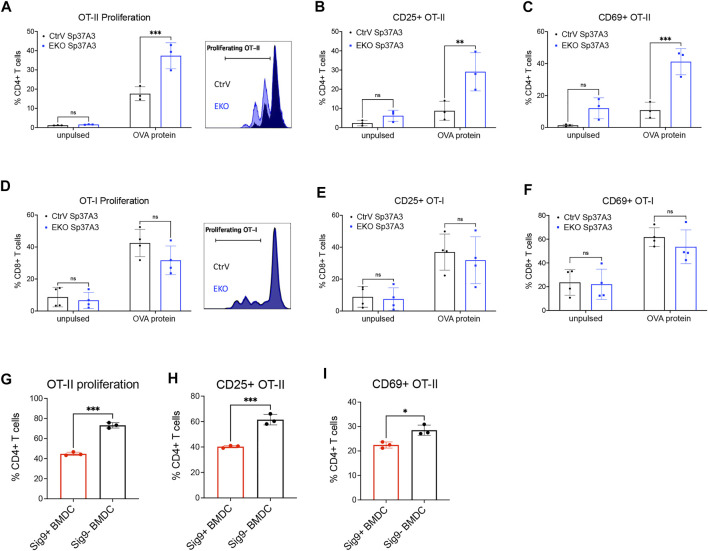
Inhibitory Siglecs impair DC antigen presentation to CD4^+^ T cells. **(A–F)** 48-h *in vitro* co-culture of OVA-pulsed CtrV or EKO Sp37A3 cells with **(A–C)** CD4^+^ OT-II T cells or **(D–F)** CD8^+^ OT-I T cells. Data was pooled from several independent experiments, and each datapoint represents the average of the technical replicates in individual experiments. **(G–I)** 72-h *in vitro* co-culture of OVA-pulsed Siglec-9-positive (red) or Siglec-9-negative (black) BMDCs with CD4^+^ OT-II T cells. Data are presented as mean (±SD). Two-way ANOVA was used for two-way comparisons, and unpaired *t* test was used for one-way comparisons (*p < 0.0332, **p < 0.0021, ***p < 0.0002, and ****p < 0.0001).

## Discussion

In this work, we show that inhibitory Siglec receptors are expressed on DCs in cancer patients and can modulate DC activation and antigen presentation to T cells. Although several inhibitory Siglecs have been reported to influence myeloid cell functions in cancer, the understanding of the role of Siglec receptors on DCs in particular in the context of cancer is rather limited (Bax et al., 2007; Ding et al., 2016; Perdicchio et al., 2016; Silva et al., 2016). In our analysis, we found that several inhibitory Siglecs are observed on cDCs from human cancer patients and in murine tumor models. In various patient biopsies from different cancer types, we detected a high expression of several inhibitory Siglecs on Ti-cDCs, in particular Siglec-7 and Siglec-9. Also, in different tumor models, we found an increased expression of Siglec-E, which is a functional paralog of human Siglec-9. Previous works have described Siglecs on DCs (Bax et al., 2007; Chen et al., 2009; Kawasaki et al., 2014; Ding et al., 2016; Affandi et al., 2020; Perez-Zsolt et al., 2021). For example, Siglec-7 has been targeted on human monocyte-derived DCs to deliver antigen (Kawasaki et al., 2014). In another study, Siglec-10 (and Siglec-G in mice) had been demonstrated to influence the response to damage-induced stress (Chen et al., 2009).

In order to study the functional role of inhibitory Siglec receptors on DCs, we tried to use BMDCs from wildtype and Siglec-E-deficient mice. However, although myeloid bone marrow cells express a high level of Siglec-E, BMDCs are not expressing Siglec-E. Previous studies have also found similar results when comparing to complete Siglec-E-deficient animals (Nagala et al., 2017). We therefore screened several mouse DC cell lines for functional testing. The C57BL/6 background mouse spleen-derived DC cell line Sp37A3 expresses high level of Siglec-E. By comparison of Siglec-E-deficient (EKO) and control (CtrV) Sp37A3 DCs, we found that Siglec-E ablation increased DC maturation. This *in vitro* finding was confirmed on mouse tumor-infiltrating DCs utilizing a conditional Siglec-E knockout mouse model. 

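For cytokine and chemokine genes, the mRNA of OVA-pulsed, LPS-stimulated EKO-labelled cells was set against that of CtrV cells with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. Of 38 annotated chemokine ligands, 18 passed the expression filter. Of these 15 were higher, 1 was lower and 2 did not differ, with a median log2 fold change of 1.52, and 16 differed when adjusted over the list alone. Cxcl10 rose by a log2 fold change of 2.61 (standard error 0.32), and Ccl6 was the one that fell, with a log2 fold change of -0.94 (standard error 0.20). Without the replicate block 14 were higher and 1 was lower. Of 33 annotated interleukins, 11 passed the filter and 8 were higher, with a median log2 fold change of 1.98. None was lower with TMM, RLE or DESeq2 normalization, and 1 was lower with upper-quartile normalization. Without the block the numbers were again 8 and 0. Il12b changed most among them, and Il18 did not differ (log2 fold change 0.04, standard error 0.17). Of 17 annotated TNF superfamily ligands, 10 passed the filter, with 7 higher and 1 lower, and a median log2 fold change of 1.202. With upper-quartile normalization or DESeq2 7 were higher and 2 lower, and without the block 7 and 1. Tnf itself had a log2 fold change of 0.79 (standard error 0.21). Adjusted over each list alone, 9 interleukins and 9 TNF superfamily ligands differed. OVA-pulsed libraries with the same replicate number deviated together. These are mRNA levels, and secretion was not measured in these libraries.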

Further examination by transcriptomic analysis showed an elevated secretion of cytokines and chemokines, as well as surface co-stimulatory molecules. In a previous work, the loss of Siglec-G led to an increased response to damage-associated signaling molecules including high mobility group box 1 (HMGB1), IL-6, and TNF-⍺ (Chen et al., 2009). The lack of Siglec-G on DCs also led to improved cross-presentation of antigens (Ding et al., 2016). In the same work, Siglec-G-deficient DCs also led to an improved anti-tumoral immune response (Ding et al., 2016). In our study, the lack of Siglec-E had no direct influence on cross-presentation but led to an increased DC activation, enhanced antigen processing, and induced a stronger T cell proliferation, predominantly in CD4^+^ T cells. A previous work has demonstrated that increased lysosomal processing could influence MHC II presentation while not so much modulating MHC I presentation (Samie and Cresswell, 2015). We found an increased processing when Siglec-E was deleted in DC cell lines, which could potentially explain the difference on MHC I and MHC II presentation and T cell stimulation. The role of inhibitory Siglecs on MHC II-mediated antigen presentation was also confirmed by a mouse BMDC model, which was engineered to express human Siglec-9. The Siglec-9-expressing BMDCs showed a worse antigen-specific CD4^+^ T cell activation, demonstrating that the overexpression of an inhibitory Siglec receptor can inhibit antigen presentation and T cell activation.

Interactions between Siglec receptors and sialoglycans have been recently described as a potential new immune checkpoint to improve anti-cancer immunity, in particular on innate immune cells (Beatson et al., 2016; RodrÍguez et al., 2018; Duan and Paulson, 2020). A recent manuscript demonstrated that sialoglycans on pancreatic cancer cells can engage Siglec-7 and Siglec-9 receptors on tumor-associated macrophages and thereby promote cancer progression (Rodriguez et al., 2021). Interactions of Siglec-10 on TAMs with sialoglycans have shown to promote cancer (Barkal et al., 2019). In addition, blockade of GD-2, a new Siglec-7 ligand, enhanced antitumor immunity in combination with CD47 blockade (Theruvath et al., 2022). Here, we further demonstrate that Siglecs might play a role in antigen processing and presentation and targeting sialoglycan–Siglec interactions in cancer could potentially influence the anti-tumor immunity mediated by DCs.

The limitation of our analysis is mainly the *in vitro* character of our functional studies. Further analysis is certainly needed in animal models that can support a functional role for Siglec receptors on DCs. Moreover, the exact molecular mechanisms on how improved antigen processing and T cell stimulation are mediated in Siglec-deficient DCs remain also elusive and require more work.

In summary, we found several inhibitory Siglec receptors expressed on cDCs in primary cancer samples. Inhibitory Siglecs on cDCs can modulate DC activation, antigen processing, and T cell activation. Our findings provide new insights into mechanisms involved in Siglec-mediated immune escape in cancer.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found as follows: https://www.ncbi.nlm.nih.gov/geo/, GSE190700.

How the deposited data were processed for this re-analysis (not part of the article)

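RNA sequencing of Sp37A3 cells is the only experiment of the paper analysed here. It covers CtrV and EKO cells, stimulated with LPS, with and without OVA pulsing, 3 cultures in each of the 4 groups. Conditions and replicate numbers were taken from the sample labels, and doses and times from the paper's methods. For the unpulsed cells the labels give the time of LPS stimulation, and the paper gives no dose for their RNA sequencing. No library was left out, and no column of the table was left unused. Flow cytometry, cytokine array, mouse tumor and T cell experiments and the patient samples were not analysed here.

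The authors deposited raw counts of reads per gene in 1 table. According to the methods, they aligned reads to mm10 with STAR, reported a single location for reads that fitted up to 10 places equally well, and counted read ends on the union of each gene's exons with featureCounts and an Ensembl gene model. The labels name a stranded mRNA library preparation. Whether the counting used the strand is not stated in the paper's text, and the sentence on library preparation and sequencing is incomplete. The deposited counts hold neither the TMM normalization nor the expression filter of the paper, and both were applied here. Of the 55401 genes in the table, 28881 had at least 1 count, and 14079 passed the filter of a log2 CPM above 0 in at least 2 libraries. Of these, 14056 were given a symbol from the GENCODE annotation of GRCm38, and 23 kept only their identifier. That annotation is not the one the authors counted with, so positions and names of single genes may differ from theirs. Library totals lay between 27116201 and 39698572 counts. A level of 3 counts was taken as the smallest that could be seen.

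Tests used edgeR 4.0.16 in R 4.3.3 with TMM normalization, a quasi-likelihood fit over all 12 libraries, the group and the replicate number as covariates, and Benjamini-Hochberg adjustment over all tested genes. The paper used an earlier version of edgeR. The common dispersion was 0.00590. A standard error is the absolute log2 fold change divided by the square root of the test's F statistic, since the test itself reports none. The limits on the false discovery rate and fold change are blank in the paper's text, so an adjusted p under 0.05 without a fold-change limit was used. The pairing of libraries comes from the replicate numbers in the labels and the paper's methods, which name the replicate as a covariate; whether same-numbered cultures were handled together is not described. Between the lines, deviations of same-numbered OVA-pulsed libraries had correlations of 0.450, 0.295 and 0.298 for replicates 1, 2 and 3. Between unpulsed libraries of the lines they were 0.066, -0.009 and 0.271, so there mainly replicate 3 deviated together. Fits with and without the block are therefore given. Comparisons were EKO-labelled against CtrV cells with OVA, without OVA and averaged over pulsing, the dependence of that difference on pulsing, and OVA-pulsed against unpulsed cells of each line. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 3 and an inter-gene correlation of 0.01, adjusted over the 5 lists, and with fgsea 1.28.0 as an alternative. The lists and gene families were compiled by hand. Principal components were computed from log2 CPM of the 25% most variable genes, centred and not scaled.

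The gene lists and families, the tests, the alternatives and the rule for the genes named in the text were set before the data were examined, with exceptions. The exceptions are the list of mature migratory DC genes and the tests and settings that are described as chosen or added after the result was seen. The named genes are the genes named in the paper's text or labelled in Fig. 4A, Siglece and its relatives, genes of proteins that the paper measured in Sp37A3 cells, and the 5 genes with the largest rise and the 5 with the largest fall in OVA-pulsed cells. The latter had to have an adjusted p under 0.05, a mean log2 CPM of at least 1 and the same direction in all 3 replicate pairs. The 5 genes with the smallest p for a dependence on pulsing were added. Members of the families and lists named outside this rule, such as Cd274, Cd48, Cxcl10, Ccl6, Il18, Tnf, Oasl1 and Inhba, and genes much lower in one line, were chosen after their values were seen.

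The alternatives were DESeq2 1.42.0, RLE and upper-quartile normalization, limma voom, no expression filter, a minimum of 10 counts in every library, no replicate block, an adjusted p under 0.01, a limit of 1 on the absolute log2 fold change, the 6 compared libraries alone, and leaving out each library in turn. The quasi-likelihood fit of newer edgeR versions, with bias-adjusted deviances, was added after the values had been seen. For the gene lists, camera was also run with the inter-gene correlation estimated from the data. As a test of list genes that vary together, this setting was chosen after the result was seen. The gene tests and the gene list test were tried on simulated counts made from the means and totals of the real libraries. The chromosome medians and the search for guide sites were tried on random values and sequences with planted changes. Of 200 genes changed by known factors, 93.5% were called by edgeR, 5.56% of its calls were on unchanged genes, and 0 genes were called where nothing was changed. Permutations and random draws used fixed seeds. Positions are on GRCm38, counted from 1.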

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

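The tests of exchanged labels, of CtrV cells among EKO-labelled cells, of large changes in a few genes around the cleavage site, of low counts, and of list genes that vary together were chosen only after the result was seen. EKO-labelled refers to the labels throughout, since Siglece mRNA was higher, not lower, in these libraries, and every difference is between 1 pooled edited line and 1 control line, so an effect of Siglece cannot be separated from other differences between the lines.

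Siglece mRNA, which the paper does not report for these libraries, had a log2 fold change of 0.31 in OVA-pulsed EKO-labelled cells. Levels in the 6 EKO-labelled libraries were between 107% and 151% of the mean of the 6 CtrV libraries. An exchange of the EKO and CtrV labels was weighed by the signs in Fig. 4A, which 18 of its 18 labelled genes had. As the figure was drawn from these same libraries, this bears only on labels exchanged at deposition, and an exchange of cultures or tubes before sequencing cannot be told apart from the labels as given. Reads of a paralog counted on Siglece were tested by sequence: of 1848 windows of 50 bases in its transcripts, 0% were found in transcripts of another gene. CtrV cells mixed into the EKO-labelled cells would bring along Sh3kbp1, whose highest level in an EKO-labelled library was 0.222% of the CtrV mean. That value bounds only cells like the CtrV line, not unedited cells in which Sh3kbp1 was also off. A candidate explanation is that the guide, which lies in the coding part of exon 1, left small insertions or deletions that disrupt the protein while the mRNA is kept. The counts hold no sequence, so this hypothesis was not tested, and the paper selected clones by Siglec-E protein.

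Other Siglec genes were also outside what the paper analysed in these libraries. In OVA-pulsed cells the log2 fold change was 2.52 for Siglecg, from 0.995 ± 0.286 to 5.69 ± 0.251 CPM (SD, n = 3 each), 0.74 for Siglecf and -0.98 for Cd33. Each was in the same direction in all 3 replicate pairs, and in Siglecf the libraries of the lines overlapped. All lie near Siglece on chromosome 7. A change in expression around the cleavage site was tested over the 26 other tested genes within 1 Mb of Siglece, with log2 fold changes averaged over pulsing. Of these genes 15 differed at an adjusted p under 0.05. Their median absolute log2 fold change was 0.24, against a median of 0.20 over 5022 windows around other genes, at percentile 79.2. This median bears on a change in most of the genes and not on a few. Large changes in a few genes were weighed by the share with an absolute log2 fold change of at least 1: 3 genes, Siglecg at 2.60, Klk1b9 at -2.57 and Zfp658 at -1.34, or 11.5%, against a median of 7.5% over the other windows, at percentile 79.4. Of the other windows 20.6% had at least that share, so it is not unusual between these lines, but an effect of the cleavage on single genes such as these is not excluded.

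RNA sequencing without OVA pulsing is not reported in the paper. In unpulsed cells 6537 genes differed between EKO-labelled and CtrV cells (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), 3448 higher and 3089 lower. Of these, 5546 also differed in OVA-pulsed cells, all in the same direction, and log2 fold changes of the comparisons had a correlation of 0.962 across genes, which are not independent replicates. The difference is thus seen in LPS-stimulated cells without the antigen. A difference in library size was tested by thinning every library to the smallest total, which left 6427 genes. Leaving out the 10 most counted genes of each library, 15 genes in all, gave 6561 genes. Removing each library's trend with GC content and gene length, with the replicate block kept, gave 6378 genes, 5466 of them the same. None of these corrections accounts for most of the difference. A gain or loss of a whole chromosome was weighed by the distance of each chromosome's median from that of all genes. The largest distance was 0.0419 on the log2 scale, on chromosome 15 (permutation p = 0.092). A change along a chromosome segment was weighed by the median over 31 neighbouring tested genes. The largest absolute median was 0.79, on chromosome 1, above the 95th percentile of 0.36 in random gene orders (permutation p = 0.001, the smallest that the permutations run can give). Segments above that level lay in 9 regions. The region on chromosome 1 held Sp100, Sp110 and Sp140, which share a family name. Other regions were the chemokine genes on chromosome 11, the MHC on chromosome 17 and clusters of related genes on chromosomes 6, 7 and 16. Also among them were regions on chromosome 15 (peak median -0.36, 18 of 35 genes lower and 2 higher) and chromosome 8 (0.38, 19 of 35 higher and 2 lower). Genes there, such as Parvb, Hdac10 and Cerk on chromosome 15 and Ddx60, Psd3 and Galnt7 on chromosome 8, share no family name. Of the 35 genes on chromosome 8, 2 are in the IFN lists, and 0 of the 35 on chromosome 15. Shared regulation of related neighbouring genes and a change of the segment itself cannot be told apart from these counts, so a part of the difference may come from segments that differ between the lines.

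Splits of the same libraries within same-numbered pairs bear on whether the number of genes is more than chance gives. In unpulsed cells 1 of the 4 such splits, the real one, gave as many genes, and in OVA-pulsed cells 1 of the 4, but 4 splits cannot give a share under 0.05. Averaged over pulsing, 8512 genes differed, and 1 of 32 splits, the real one, gave as many, while the other splits gave at most 0 genes. These 32 splits exchange pulsed and unpulsed pairs of a replicate number separately, although same-numbered libraries deviate together across pulsing. With the replicate number as the unit there are again only 4 splits, so chance is not excluded by them. All splits compared part every same-numbered pair. For each of the 5 gene lists in OVA-pulsed cells, 1 of the 4 splits gave as large a mean change.

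Large changes were also found in genes that the paper does not discuss. In OVA-pulsed EKO-labelled cells the log2 fold change was 5.92 for Arhgap10, 5.13 for Ptgs2, 4.72 for Rtl5 and 4.27 for Dll4. It was -8.87 for Sh3kbp1 and -8.25 for Slc8a2. Where every EKO-labelled library was at or under 3 counts, Prelid2 was at least 116-fold lower, Hnmt at least 59.5-fold lower and Hadh at least 102.5-fold lower. By the rule that chose them, all had the same direction in 3 of 3 replicate pairs. For Arhgap10, 10.5% of the exon bases overlap a gene on the other strand, and for Dll4 5.56%. Averaged over pulsing, 23 genes were much lower in the EKO-labelled line and 3 in the CtrV line, with a log2 fold change of at least 5 in size and a mean of at least 1 CPM in the other line. Some were still expressed, such as Alox15, with 622 to 1049 counts in the EKO-labelled libraries. Low counts are no ready account, as 26 of the 26 had at least 10 counts in every library of the other line, but the choice of genes by their level there largely fixes this. Deletion or silencing of neighbouring genes together was weighed by direct neighbours among these genes. There was 1 such pair, Klhl14 and 4930426D05Rik, against a 95th percentile of 0 in random draws (as many in a share of 0.0458 of the draws), and as these genes overlap on opposite strands, their counts may not be separate. Of pairs that do not overlap there were 0. The possibility of cleavage by the guide at other exonic sites was weighed too: 0 of the 23 genes had an exonic site with at most 4 mismatches, but 99.05% of random draws also had none, so the test has little power. Of the 23 genes, 12 had at most 3 counts in each EKO-labelled library, although the line is a pool of clones. A hypothesis is that the pooled clones share a descent or a cell state, which these counts cannot test.

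For 2 gene lists, the difference between the lines depended on pulsing by camera's test with an assumed inter-gene correlation. The list on TNF-α signaling via NF-κB differed by 0.12 more with OVA on the log2 scale (adjusted p = 3.2e-05, Benjamini-Hochberg over 5 lists), and was higher in 2 of 3 replicate pairs, at -0.08, 0.08 and 0.38. The cell cycle list differed by -0.0911 (adjusted p = 3.2e-05) and was lower in 2 of 3 pairs. Genes of a list varying together between cultures were allowed for by estimating the inter-gene correlation, and the adjusted p was then 0.817 for both lists. With fgsea, which makes no such allowance, it was 6.2e-12 for the TNF-α list and 2.5e-08 for the cell cycle list. By fgsea the IFN-α list, in the negative direction, and the inflammatory list, in the positive direction, also passed 0.05, each at 0.0254. Camera with the assumed correlation did not call these lists (adjusted p of 0.30 and 0.14). Exchanging pulsing labels within same-numbered pairs gave as large a mean change in 14 of 32 exchanges for the TNF-α list and in 14 of 32 for the cell cycle list, with the same limit on the independence of the exchanges. Variation between cultures thus remains an explanation, and no dependence on pulsing is shown. For single genes, 0 depended on pulsing at an adjusted p under 0.05 and 269 at an unadjusted p under 0.05, where chance alone gives 704; with 1 library left out the latter number reached 945. All 32 of 32 exchanges gave as many, which a number of 0 fixes in advance.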

How the results depend on the processing

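The quasi-likelihood fit of newer edgeR versions was added after the values had been seen. Estimating the inter-gene correlation also served as the test of list genes that vary together, which was chosen only after the result was seen. The other alternatives were set beforehand.

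A limit of 1 on the absolute log2 fold change, in place of none, left 1268 genes differing in OVA-pulsed cells, 1241 in unpulsed cells and 1254 averaged over pulsing. Of the numbers of differing genes, these were the only ones to move by more than 1.5 times. Under the other settings that kept every library, the number in OVA-pulsed cells lay between 4735, at an adjusted p under 0.01, and 6791, with upper-quartile normalization. DESeq2 gave 5828 genes, 5778 of them among those of edgeR. The numbers that were 0, for OVA-pulsed against unpulsed cells of each line and for a dependence on pulsing, were 0 under every setting. At an unadjusted p under 0.05 they were 231 in CtrV cells, 394 in EKO-labelled cells and 269 for the dependence on pulsing, and over the alternatives they reached 663, 1076 and 945, the last 2 above the 704 that chance gives for the genes tested here. The fit of newer edgeR versions gave 6642, 6539 and 8521 genes for the comparisons of the lines with OVA, without OVA and averaged over pulsing. Across the fits that each left out 1 library, the number lay between 5171 and 5974 in OVA-pulsed cells, between 5364 and 6089 in unpulsed cells and between 7758 and 8313 averaged over pulsing. Upper-quartile normalization moved the median log2 fold change of all genes most, to -0.0366 with OVA, -0.0501 without OVA and -0.0454 averaged over pulsing.

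Same-numbered libraries had a mean correlation of deviations from their group means between 0.109, for unpulsed CtrV and EKO-labelled cells, and 0.497, for EKO-labelled cells with and without OVA. Without the replicate block, 5413 genes differed in OVA-pulsed cells, 5337 in unpulsed cells and 7477 averaged over pulsing, and the mean changes of the lists moved by less than the spread between replicate pairs.

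With the inter-gene correlation estimated from the data in place of an assumed value, the mean log2 fold changes were unchanged at 1.03 for the IFN-α list, 0.81 for the IFN-γ list, 0.70 for the TNF-α list, 0.78 for the inflammatory list and -0.41 for the cell cycle list, since this setting moves only the p. The adjusted p was 0.21 for all of them, and between 1.5e-21 and 0.019 over the other alternatives for the 5 lists. The estimated correlation allows for genes that vary together between the cultures, so the lists' p depend on that assumption, and their direction does not. Across the fits that each left out 1 library, the means lay between 0.89 and 1.32 for IFN-α, 0.72 and 0.99 for IFN-γ, 0.65 and 0.78 for TNF-α, 0.72 and 0.88 for the inflammatory list, and -0.49 and -0.33 for the cell cycle list.

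The share of variance on the first principal component, 83.8%, was 78.8% with all tested genes, 88.1% with the 10% most variable genes and 69.8% with genes scaled to unit variance. It lay between 83.1% and 85.4% across the fits that each left out 1 library. Its spread was taken from those fits, whose standard deviation was 0.826.

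Of 630 values for 45 named genes under the alternatives, 621 kept their direction and their side of the threshold, 5 became weaker, 3 stronger and 1 was reversed. The changes were in 7 genes. Ap3m1-ps, a pseudogene with 72.1% of its 50-base windows also in another gene, had a log2 fold change of -0.11 in OVA-pulsed cells and of 0.0417 averaged over pulsing, neither past the threshold. Its difference without OVA was in the opposite direction, with a log2 fold change of 0.19, which turns the average. The adjusted p rose above 0.05 for Siglece and B2m without each of 2 libraries and for Ccr7 without 1 library. Cd74 and Bola1 passed the threshold only when averaged over pulsing, and H2-D1 only without replicate 1 of OVA-pulsed CtrV cells. Depth limits genes near 3 counts per library, where only a lower bound of the change can be given, as for Prelid2, Hnmt and Hadh.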

Differences from the paper's values

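The paper's text states no value for its RNA sequencing, so values were read by eye from Fig. 4A. In the main fit the sign was the same for all 18 labelled genes, and no value differed by more than the spread between the replicate pairs. The largest distance was 0.387 on the log2 scale, for Ifnb1, and the median distance was 0.0259. Under alternatives, Cxcl2 (2.85) and Cd83 (3.31) differed by more than that spread when averaged over pulsing. So did Lif without replicate 1 of OVA-pulsed EKO-labelled cells (-3.64). Ifnb1 did so without replicate 1 of OVA-pulsed CtrV cells (4.90) and without replicate 2 of OVA-pulsed EKO-labelled cells (4.66).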

Other observations

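The tests of mature migratory DC genes and of library size behind the second principal component were chosen only after the result was seen.

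Between OVA-pulsed and unpulsed cells, 0 genes differed in the CtrV line and 0 in the EKO-labelled line at an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 231 and 394, where chance alone gives 704, and with 1 library left out the number in EKO-labelled cells reached 1076. All of the 4 splits within same-numbered pairs gave as many genes in CtrV cells, and likewise 4 of 4 in EKO-labelled cells, which a number of 0 fixes in advance. Too few reads or libraries were weighed with simulated counts: of 50 genes changed 2-fold by pulsing, 92% were called at this depth and with this number of cultures. Of 50 genes changed 1.5-fold, 82% were called. Changes of these sizes in many genes were thus seen in simulated counts. The unadjusted numbers under that of chance leave open that the real tests were more conservative, so the simulation can overstate their power. With the 6 EKO-labelled libraries fitted alone with their own replicate block, 743 genes had an unadjusted p under 0.05 from edgeR, and 0 an adjusted p under 0.05. In LPS-stimulated cells a hypothesis is that OVA pulsing adds little to the transcriptional response, with at least the changes under 1.5-fold left open. In EKO-labelled cells, camera with an assumed inter-gene correlation did call 3 of the 5 lists between OVA-pulsed and unpulsed cells. The mean log2 change was 0.11 for TNF-α signaling via NF-κB (adjusted p = 1.6e-06), -0.10 for the cell cycle (adjusted p = 1.2e-10) and 0.07 for the inflammatory response (adjusted p = 0.012), each in that direction in 2 of 3 replicates. With fgsea the adjusted p was 1.5e-16, 8.7e-17 and 2.6e-05, and with the correlation estimated it was 0.39, 0.39 and 0.59, so these lists depend on that assumption.

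Replicate 1 of the EKO-labelled cells stood apart on the second principal component, with and without OVA. Library size was weighed first: the replicate 1 libraries have the smallest and the largest total of the EKO-labelled libraries, and 4 of the 4 libraries of replicates 2 and 3 lie between them. The totals of replicate 1 thus deviate in opposite directions, while its scores deviate in the same direction. A list of genes of mature migratory DCs, 20 of them tested, had a mean change of 0.0367 log2 units per unit of the component's score, farther from 0 than any random list of as many genes matched on expression (permutation p = 1e-04, the smallest that the lists drawn can give). Its mean level in replicate 1 was higher than in replicates 2 and 3 by 0.90 with OVA and by 1.17 without OVA. The list was written after the genes with the highest loadings had been seen, and several of them are in it, so this is no independent test. A hypothesis is that the cultures may differ in the share of cells in a migratory state, which includes Ccr7 and Ccl22, among the genes that varied most between replicates.

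The paper measured MHC and the mannose receptor as proteins; the mRNA of OVA-pulsed cells is given here. Fold changes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. Of 14 genes of MHC class I presentation, 9 were higher, 3 lower and 2 did not differ in EKO-labelled cells, without the replicate block the numbers were the same, and with upper-quartile normalization 8 were higher and 3 lower. H2-K1 had a log2 fold change of 1.17 (standard error 0.10), B2m of 0.63 (standard error 0.16) and H2-D1 of 0.17 (standard error 0.10, not past the threshold). With 1 library left out at a time, B2m lay between 0.48 and 0.92, and its adjusted p from edgeR reached 0.060. Of 50-base windows of H2-K1 9.63%, and of H2-D1 12.8%, also occur in another gene, so their counts are uncertain to that extent. Of 10 genes of MHC class II presentation, 3 were higher, 5 lower and 2 did not differ, the same numbers under RLE, upper-quartile and DESeq2 normalization, and 3 were higher and 4 lower without the replicate block. H2-Aa was higher by 0.49 and H2-Ab1 by 0.52, H2-Eb1 was lower at -0.23, Cd74 did not differ at -0.12, and the class II transactivator gene Ciita was lower at -0.50. H2-DMb1 was higher at 0.71 and H2-DMb2 lower at -0.41. Of their 50-base windows, 22.65% and 25.9% also occur in another gene, mostly in each other, so these calls are uncertain to that extent. Of 13 tested genes of lysosomal antigen processing, 5 were higher, 4 lower and 4 did not differ, and without the block 4 were higher and 4 lower. The highest was Ctsl at 1.58, of whose exon bases 26.85% overlap a gene on the other strand. Of the exon bases of Ctsd, which did not differ, 34.37% overlap a gene on the same strand. Mrc1, the mannose receptor gene, had 0 counts in all 12 libraries, all of LPS-stimulated cells. The paper reports less mannose receptor protein on EKO than on control cells, a difference that 0 counts in both lines cannot show. Its text does not state whether those cells had been stimulated with LPS. Siglech had at most 11 counts, Siglec1 at most 19 and Cd22 at most 1 count in a library, below the expression filter. No explanation was tested for these values.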
